A study of Mus musculus with 6 samples.

How the data were processed

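Paneth cells (PCs), the granule-filled secretory cells at the base of small intestinal crypts, had been sorted from 6 mice 15 h after an injection of either phosphate-buffered saline (PBS, the control) or tumour necrosis factor (TNF). Each library came from a different mouse, and all mice were labelled as knockouts of Ifnar1, the gene of a subunit of the type I interferon receptor. Groups and replicate numbers were taken from the sample labels, which gave 3 PBS and 3 TNF libraries. The labels give no sex, litter, day or sequencing batch.

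The deposited data were 1 table of counts per Ensembl gene, with 1 column per library and no unused column of sample values. Per the labels, the authors purified total RNA with a column kit and sequenced the libraries with single-end reads on an Element AVITI instrument. The aligner, the counting tool, the genome build, the annotation release, the use of strand and the treatment of reads that map to several places are not given in the sources used here. The values were whole numbers with different column totals, so they were taken as raw counts. Because the treatment of shared reads is open, single members of near-identical families, above all the alpha-defensins (Defa), are uncertain, and so are genes that overlap others.

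Gene symbols, positions and transcript lengths came from the GENCODE release for mouse assembly GRCm39 by matching Ensembl identifiers. Of 55414 identifiers in the table, 54749 matched. The unmatched ones held 0.0193% of the counts and kept their identifier. Positions are therefore GRCm39 positions of the matched gene, 1-based, whatever build the counts were made on.

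Total counts ranged from 12747484 to 17039511 per library, with 16483 to 18449 genes detected. At these depths a count of 0 allows up to 0.176 to 0.235 CPM (counts scaled to the same total in every library), taking 3 counts as the limit. Such limits, and the 95% Wilson intervals given for shares in single libraries, cover counting error only, since reads without molecular identifiers are not independent molecules.

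The main comparison was TNF against PBS over all 6 libraries in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr (minimum count 10, minimum total 15), libraries were scaled with trimmed mean of M-values (TMM) factors, and the quasi-likelihood test was two-sided with group as the only term. A gene passed at a Benjamini-Hochberg adjusted p under 0.05, termed 5% here. The filter left 13026 genes, which held 99.8% of the counts. This filter asks for enough counts in at least 3 libraries, so a gene expressed in only 2 libraries is not tested. The standard error (SE) of a log2 fold change is the fold change divided by the square root of the F statistic. Values per gene are CPM on TMM-scaled library sizes as mean ± SD, n = 3 per group.

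There were 18 gene lists, written from general knowledge of the gut and of TNF and interferon signalling: PC genes other than alpha-defensins, alpha-defensins, type I interferon response, interferon-gamma GTPases and antigen processing, MHC class II, NF-kB targets, endoplasmic reticulum (ER) stress, cell death, immediate-early and heat-shock genes, cell cycle, goblet cell, intestinal stem cell, tuft cell, enteroendocrine cell, enterocyte, immune cell, mitochondrially encoded genes and cytosolic ribosomal proteins. They were tested with camera (limma 3.58.1, preset correlation 0.01, log2 CPM with a prior count of 2), adjusted over the 18 lists. The value given for a list is the median log2 fold change of its tested members. Alpha-defensin counts were also summed into 1 feature and tested with the same edgeR model. Shares of counts were compared with two-sided exact permutation tests, for which 3 against 3 libraries cannot give a p below 0.1.

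The grouping, tests, gene lists, alternatives and the rule for naming genes were fixed before the data were examined. The rule names Ifnar1, Tnfrsf1a, Tnfrsf1b, Lyz1, Mmp7, Xist and Ddx3y. It also names the 10 largest increases, the 10 largest decreases and the 5 smallest p-values in each direction among genes past 5% with an average log2 CPM of at least 2 and no overlap between groups. It further names the 10 genes with the highest mean share of counts, and up to 5 members past 5% of each list. No gene passed 5%, so the parts that need a call named 0 genes. In their place, the 5 genes with the smallest unadjusted p under the same conditions, and Reg3b, Reg3g, Lcn2 and Olfm4, are given. These 9 genes were chosen after their values were seen. Some single list members are not reported here.

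Alternatives were relative log expression (RLE) factors, library size alone, upper-quartile factors, scaling without genes above 1% of counts, no low-count filter, a mean CPM of at least 5, leaving out each library in turn, the replicate number as a block, DESeq2 1.42.0, limma-voom, a 1% threshold, 5% with a log2 change of at least 1, mitochondrially encoded genes left out, and fry or an estimated correlation for the lists. Limma-voom with sample weights was added after the data were seen. Each fit that left out a library was filtered anew, so its tested genes and list members could differ from those of the main fit.

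The tests were tested on simulated counts with 200 genes changed by a log2 fold of 2. Counts were drawn from the means and library sizes of the real libraries and a dispersion from the PBS libraries. The changed genes were taken from those above the median expression, so the recovery does not describe less expressed genes. With all 3 TNF libraries changed, edgeR recovered 100% of the changed genes with 5.21% false calls. DESeq2 recovered 99.5% with 10.8% false calls, limma-voom 100% with 2.91%, and limma-voom with sample weights 100% with 2.44%. With only 2 of the 3 TNF libraries changed, edgeR recovered 0%. The other tools were not run on that setting, so their false calls with an unresponsive library are not known. With 3 PBS against 2 TNF libraries, both changed, edgeR recovered 100% with 3.38% false calls.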

Results

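The data addressed how the PC transcriptome differs 15 h after TNF injection in mice that lack Ifnar1. RNA from sorted PCs was sequenced in 3 PBS-injected and 3 TNF-injected mice, each giving 1 library. Total counts were 14477345, 13535764 and 12747484 in PBS replicates 1 to 3, and 14769915, 17039511 and 13583421 in TNF replicates 1 to 3.

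Libraries were first compared with each other. Over the 13026 tested genes, the Pearson correlation of log2 CPM between PBS libraries was 0.930 to 0.962. These correlations are across genes, which are not independent replicates. TNF replicates 2 and 3 correlated at 0.954. TNF replicate 1 correlated with them at only 0.884 and 0.883, but with the 3 PBS libraries at 0.937, 0.943 and 0.945. The first principal component held 48.9% of the variance and placed TNF replicate 1 at -39.3, beside PBS replicates 1 to 3 at -32.3, -35.8 and -28.7, whereas TNF replicates 2 and 3 lay at 63.0 and 73.1. No libraries of a group were duplicates of each other, since chi-square per degree of freedom within groups was 28.1 or more. TNF replicate 1 was kept in the TNF group throughout, as labelled, and values without it are given where it decided a result.

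**Figure D1:**
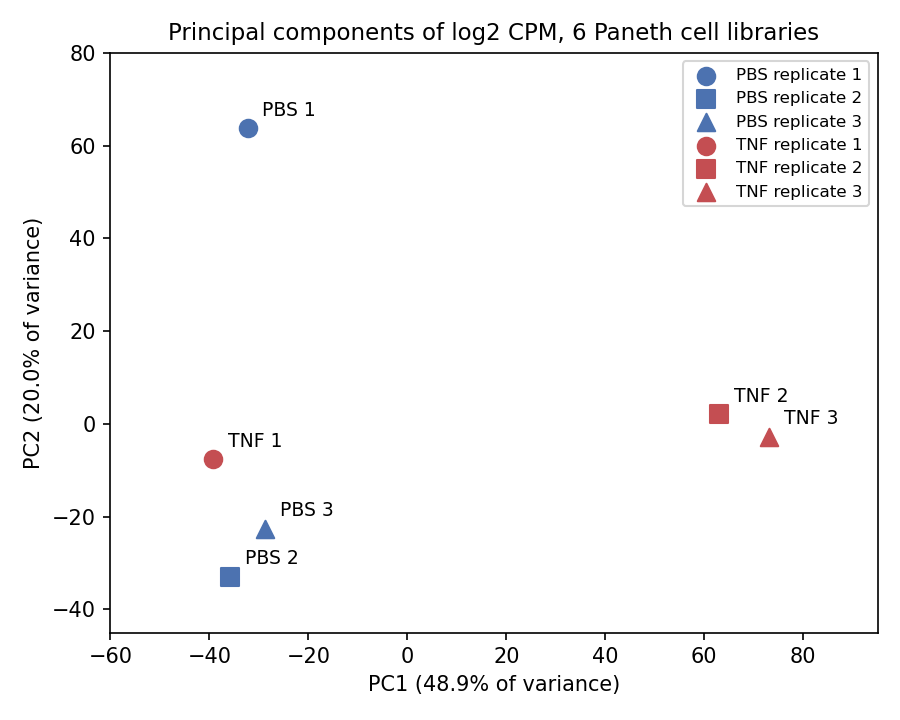
First principal component (horizontal, 48.9% of variance) against the second (vertical) of log2 CPM over 13026 genes, with each point 1 library, blue for PBS and red for TNF. TNF replicates 2 and 3 lie at 63.0 and 73.1 on the first component, and TNF replicate 1 lies at -39.3 with the PBS libraries.

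The targeted gene was examined next. Ifnar1 (ENSMUSG00000022967, chromosome 16, 91281942 to 91305789) was counted in all 6 libraries, at 7.86 ± 2.34 CPM (SD, n = 3) in PBS and 8.54 ± 3.82 CPM in TNF. The difference was within the replicate spread (log2 fold change 0.12, SE 0.39, edgeR adjusted p 0.925) and changed sign without PBS replicate 1 (-0.10) or TNF replicate 3 (-0.27). There was no wild-type library to compare with, and a gene-level count takes in exons outside the disrupted part, so this level checks nothing about the knockout. Of the TNF receptor genes, Tnfrsf1a (ENSMUSG00000030341, chromosome 6, 125325566 to 125339632) had 48.1 ± 14.8 CPM in PBS and 52.0 ± 19.7 CPM in TNF (log2 fold change 0.11, SE 0.33, adjusted p 0.913), and its sign changed without PBS replicate 3 (-0.07) or TNF replicate 2 (-0.16). Tnfrsf1b (ENSMUSG00000028599, chromosome 4, 144938938 to 144973477) had 4.90 ± 1.94 CPM in PBS and 10.8 ± 7.59 CPM in TNF (log2 fold change 1.16, SE 0.54, adjusted p 0.429). Without TNF replicate 1, Tnfrsf1b passed 5% (log2 fold change 1.58, adjusted p 0.0176, against a range of 0.0176 to 0.919 over all alternatives).

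The main comparison asked which genes TNF injection changed. With edgeR, 0 of 13026 genes passed 5%, and the smallest adjusted p was 0.270. At an unadjusted p under 0.05 there were 1596 genes, 1075 higher and 521 lower in TNF, where 651 would be met on average by chance. Genes are not independent, so chance alone could give a number well away from that average. Under library-size scaling more genes were lower (731) than higher (540), and with limma-voom the numbers were close, at 876 higher and 794 lower. The TNF and PBS libraries did not overlap for 2200 genes. That is 16.9% of genes, against 10% by chance for 3 against 3 libraries. Limma-voom also gave 0 genes, with 1670 at an unadjusted p under 0.05. DESeq2 gave 253 genes (216 higher, 37 lower), with 1850 at an unadjusted p under 0.05. It was run without the low-count filter, on 23394 genes with a p-value, of which 14762 had an adjusted p, so its counts are of a larger set. The count moved most when TNF replicate 1 was left out, to 1980 genes (1243 higher, 737 lower), with 3883 at an unadjusted p under 0.05. Leaving out any of the other 5 libraries gave 0 genes with edgeR, and between 746 (without TNF replicate 3) and 1377 (without PBS replicate 1) genes at an unadjusted p under 0.05. That number was 981 without PBS replicate 2.

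Among genes with an average log2 CPM of at least 2 and no overlap between groups, the 5 smallest unadjusted p-values belonged to Apoa1, Acot1, Bcl3, Defb1 and Cxcl16, all at an edgeR adjusted p of 0.270. Apoa1 (ENSMUSG00000032083, chromosome 9, 46139878 to 46142212) fell from 10.7 ± 3.59 CPM in PBS to 0.288 ± 0.249 CPM in TNF (log2 fold change -5.11, SE 0.69). Acot1 (ENSMUSG00000072949, chromosome 12, 84056256 to 84065145) rose from 1.49 ± 0.393 to 9.30 ± 2.88 CPM (log2 fold change 2.63, SE 0.41). Bcl3 (ENSMUSG00000053175, chromosome 7, 19541553 to 19557570) fell from 14.6 ± 3.45 to 3.94 ± 1.05 CPM (log2 fold change -1.90, SE 0.33). Defb1 (ENSMUSG00000044748, chromosome 8, 22266584 to 22285201) rose from 3.88 ± 2.20 to 23.1 ± 7.67 CPM (log2 fold change 2.57, SE 0.44). Cxcl16 (ENSMUSG00000018920, chromosome 11, 70344517 to 70352620) rose from 1.10 ± 0.259 to 44.6 ± 36.4 CPM (log2 fold change 5.33, SE 0.93). TNF replicate 1 had 4.41 CPM of Bcl3 beside 2.73 and 4.66 CPM in TNF replicates 2 and 3, 6.03 CPM of Acot1 beside 11.4 and 10.4 CPM, and 3.82 CPM of Cxcl16 beside 56.2 and 73.9 CPM. Without TNF replicate 1, these 5 genes passed 5%, with adjusted p-values of 6.31e-04 (Apoa1), 5.73e-04 (Acot1), 0.00313 (Bcl3), 0.00340 (Defb1) and 7.72e-07 (Cxcl16). Over all alternatives the adjusted p ranged from 2.43e-15 to 0.677 for Apoa1 and up to 0.854 for the other 4, from 1.85e-05 (Acot1), 2.39e-05 (Bcl3), 6.10e-11 (Defb1) and 5.79e-37 (Cxcl16).

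The TNF group had a wide spread for Reg3b, Reg3g, Lcn2 and Olfm4. Reg3b (ENSMUSG00000071356, chromosome 6, 78347640 to 78350455) had 533 ± 109 CPM in PBS, and 662, 12000 and 19123 CPM in TNF replicates 1 to 3 (log2 fold change 4.31, SE 0.99, edgeR adjusted p 0.270). Reg3g (ENSMUSG00000030017, chromosome 6, 78443246 to 78445859) had 2552 ± 223 CPM in PBS, and 3008, 27689 and 36672 CPM in TNF replicates 1 to 3 (log2 fold change 3.14, SE 0.80, adjusted p 0.270). Lcn2 (ENSMUSG00000026822, chromosome 2, 32274645 to 32278264) had 0.339, 72.3 and 88.8 CPM in TNF replicates 1 to 3 against 0.0974 ± 0.112 CPM in PBS, and was not tested over all 6 libraries because it had enough counts in only 2 of them. Olfm4 (ENSMUSG00000022026, chromosome 14, 80221521 to 80260579) had 2170 ± 229 CPM in PBS, and 3882, 232 and 272 CPM in TNF replicates 1 to 3 (log2 fold change -0.57, SE 0.92, adjusted p 0.833). Without TNF replicate 1 the fold changes were 4.89 for Reg3b (adjusted p 1.38e-05), 3.68 for Reg3g (6.20e-05) and -3.09 for Olfm4 (8.69e-05), and Lcn2, which the filter then kept, also passed 5% (adjusted p 7.48e-07). Over all alternatives the adjusted p ranged from 3.61e-10 to 0.897 for Reg3b, 3.19e-06 to 0.897 for Reg3g and 8.69e-05 to 0.996 for Olfm4.

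Gene lists asked whether groups of related genes moved together. Of the 18 lists, 9 passed 5% by camera, and 0 held under fry or with an estimated correlation. Only the enterocyte list had an unadjusted fry p under 0.05 (0.0128, adjusted 0.230). Median log2 fold changes were higher in TNF for the type I interferon response (1.36, 26 genes, adjusted p 1.53e-04), interferon-gamma GTPases and antigen processing (1.20, 18 genes, 9.77e-05), NF-kB targets (1.20, 20 genes, 5.95e-06), cell death (0.72, 20 genes, 0.001004) and cytosolic ribosomal proteins (0.43, 81 genes, 7.11e-10). Medians were lower for ER stress (-0.64, 23 genes, 1.53e-06), cell cycle (-0.62, 24 genes, 1.76e-05), enterocyte (-0.92, 11 genes, 1.69e-05) and intestinal stem cell (-0.47, 12 genes, 0.00675). Of these, 25 of 26 type I interferon genes were higher, 16 of 18 interferon-gamma genes, 18 of 20 NF-kB targets, 17 of 20 cell death genes and 77 of 81 ribosomal protein genes. There were 2 higher genes of 23 for ER stress, 2 of 24 for cell cycle, 2 of 12 for stem cell and 0 of 11 for enterocyte. TNF replicate 1 did not share the rise of the interferon and NF-kB lists. Its median relative to the PBS mean was -0.76 for type I interferon genes, against 1.98 and 1.67 in TNF replicates 2 and 3, and -0.01 for NF-kB targets, against 1.42 and 1.68. For ribosomal proteins it was the highest at 0.76, against 0.00 and 0.47, and the list's median was 0.26 without it. Leaving out TNF replicate 1 also moved the medians of NF-kB targets to 1.85, cell cycle to -1.33, enterocyte to -2.37 and stem cell to -0.95. That fit was filtered anew and tested 24 NF-kB targets and 14 enterocyte genes, so added members may make up part of those 2 shifts. The type I interferon call was lost without TNF replicate 2 (0.95, adjusted p 0.0780, against a range of 4.02e-13 to 0.669 over all alternatives). The stem cell call was lost without PBS replicate 1 (-0.38, 0.0623) or TNF replicate 3 (-0.20, 0.0817), against a range of 6.32e-05 to 0.660. The cell cycle median was -0.37 without PBS replicate 1 and -0.36 without TNF replicate 3.

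No single gene of any list passed 5% over all genes tested. Adjusted over the list alone, 8 interferon-gamma genes, 9 NF-kB targets, 5 cell death genes, 4 enterocyte genes and 1 goblet cell gene passed, and 0 in the other lists. Of the NF-kB targets, Bcl3 was the 1 that was lower in TNF. The cell death genes included Bax, Mlkl, Casp1 and Gsdmd, with log2 fold changes of 0.67 (Casp1) to 2.88 (Mlkl). The enterocyte genes included Apoa1, Sis and Apob, from -5.11 (Apoa1) to -1.41 (Apob), and the goblet cell gene was Klk1 (-1.06). These names were chosen after their values were seen. With TNF replicate 1 left out and adjustment over all genes, edgeR gave 23 of 30 type I interferon genes, 16 of 21 interferon-gamma genes and 17 of 24 NF-kB targets higher in TNF, while 11 of 23 ER stress, 13 of 24 cell cycle and 9 of 14 enterocyte genes were lower. In the same fit 10 of 20 cell death genes were higher and 1 (Gsdmc4) lower, 6 of 12 stem cell genes were lower, and 0 of 81 ribosomal protein genes passed. Of the NF-kB targets 1 (Bcl3) was lower. Gsdmc4 and Bcl3 are likewise named after their values were seen.

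**Figure D2:**
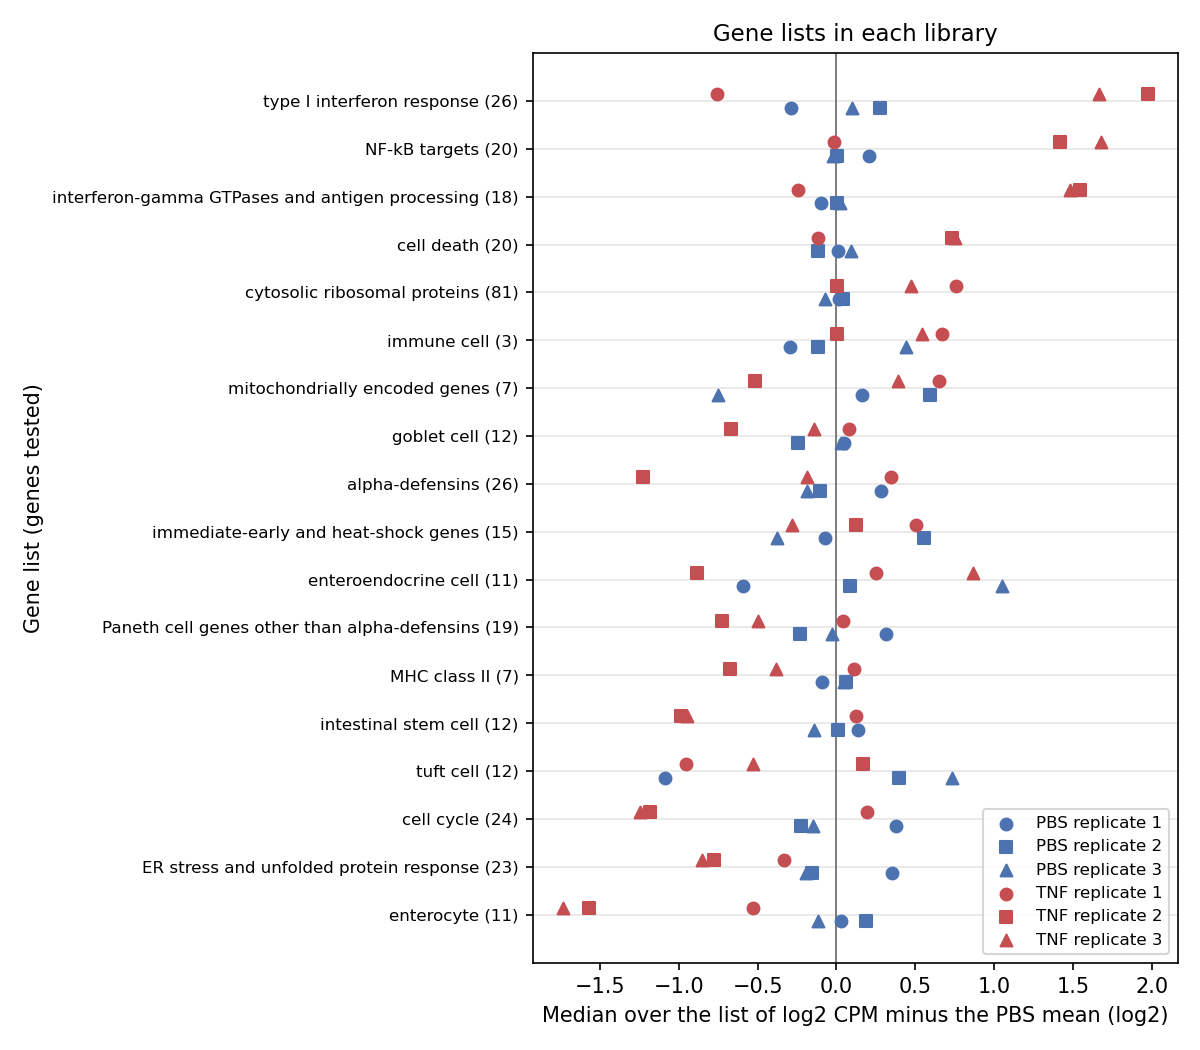
Median over each gene list of log2 CPM minus the PBS mean (horizontal axis, log2) in each library, with the number of genes tested in brackets, blue for PBS and red for TNF and 1 symbol per replicate number. TNF replicates 2 and 3 lie at 1.98 and 1.67 for the type I interferon response, where TNF replicate 1 lies at -0.76.

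The other 9 lists did not pass 5% by camera. MHC class II had a median of -0.40 (7 genes, adjusted p 0.0565), and passed without TNF replicate 1 (-0.50) or TNF replicate 3 (-0.23). Tuft cell genes had -0.53 (12 genes, 0.0980), and passed without PBS replicate 1 (-0.90) or TNF replicate 2 (-0.90). PC genes other than alpha-defensins had -0.32 (19 genes, 0.103), and passed without PBS replicate 2 (-0.39) or TNF replicate 1 (-0.55). Alpha-defensins had -0.03 (26 genes, 0.215) with 13 members higher and the rest lower. They passed without TNF replicate 1 (-0.62), and the sign of their median changed without PBS replicate 1 (0.07), TNF replicate 2 (0.22) or TNF replicate 3 (0.01). Immediate-early and heat-shock genes had a median of -0.07 but a mean of 0.21 and an upward test (15 genes, 0.315), and passed upward without PBS replicate 2 (0.53) or TNF replicate 3 (0.11). Goblet cell genes had a median of 0.04 but a mean of -0.11 and a downward test (12 genes, 0.329), with the median turning to -0.07 under library-size scaling, -0.02 under upper-quartile factors and -0.32 without TNF replicate 1. Enteroendocrine cell genes had -0.31 (11 genes, 0.418), and passed without PBS replicate 1 (-1.07) or TNF replicate 3 (-1.03), while the median was 0.01 without PBS replicate 3. Immune cell genes had 0.34 with only 3 genes tested (0.376), and mitochondrially encoded genes had 0.13 (7 genes, 0.915), a sign that turned under library-size scaling (-0.05), without PBS replicate 3 (-0.23) and without TNF replicate 1 (-0.13). Library-size scaling moved the median of all genes to -0.11, against 0.00 with TMM.

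Transcripts of PC products took a large share of each library. The alpha-defensin family took 28.9% ± 2.31 of counts in PBS and 27.6% ± 8.59 in TNF (SD, n = 3, exact permutation p 0.8). Within TNF the share was 36.8% in replicate 1 (Wilson interval 36.8 to 36.9) and 19.9% in replicate 2 (19.8 to 19.9). Summed into 1 feature, the family had a log2 fold change of 0.13 (SE 0.73, edgeR adjusted p 0.958), which became -0.29 without TNF replicate 1 and -0.07 under library-size scaling. The share difference of -1.33 percentage points became -5.97 without TNF replicate 1 and 2.51 without TNF replicate 2. Mitochondrially encoded genes took 1.18% ± 0.563 in PBS and 1.00% ± 0.313 in TNF (exact p 0.6), and the difference of -0.175 points became 0.132 without PBS replicate 2. The 10 most abundant genes took 53.2% ± 2.09 in PBS and 50.1% ± 11.04 in TNF (exact p 0.7), with a difference of -3.12 points that became -8.82 without TNF replicate 1 and 2.20 without TNF replicate 2. The smallest p that this design allows is 0.1.

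The 10 most abundant genes were Lyz1, Defa24, Defa30, Itln1, Defa38, Defa22, Defa39, Mptx2, Defa21 and Ang4. Lyz1 (ENSMUSG00000069515, chromosome 10, 117123698 to 117128775) took 17.9% ± 2.02 of counts in PBS and 18.0% ± 1.89 in TNF (log2 fold change 0.17, SE 0.67, edgeR adjusted p 0.938). Defa24 took 13.5% ± 0.512 in PBS and 12.4% ± 3.98 in TNF, Defa30 5.12% ± 0.502 and 5.55% ± 2.17, and Itln1 4.01% ± 1.26 and 2.54% ± 0.516. Log2 fold changes of the 10 genes ranged from -0.53 (Itln1, SE 0.54) to 0.50 (Defa21, SE 0.49), all smaller than or close to their SE, with adjusted p-values of 0.711 (Defa21) or more. Without TNF replicate 1, Defa39 passed 5% at -1.57 (adjusted p 0.0183, against a range of 0.0183 to 0.995 over all alternatives), where it was -0.24 with all libraries. The single Defa values are uncertain because near-identical copies share reads. Mmp7 (ENSMUSG00000018623, chromosome 9, 7692091 to 7699587), the gene of the protease that processes alpha-defensins, had 6135 ± 676 CPM in PBS and 11332 ± 3391 CPM in TNF, higher in all 3 TNF libraries than in any PBS library (log2 fold change 0.89, SE 0.42, adjusted p 0.429).

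Sex-linked transcripts differed between libraries within both groups. Xist (chromosome X, 102503972 to 102537573), transcribed from the inactive X chromosome, had unscaled values of 355, 1057 and 10.04 CPM in PBS replicates 1 to 3 and 937, 426 and 175 CPM in TNF replicates 1 to 3. Its log2 fold change was 0.37 (SE 1.13, edgeR adjusted p 0.918), -0.24 without PBS replicate 3 and -0.68 without TNF replicate 1. The Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y summed to 846 counts in PBS replicate 3, 669 in TNF replicate 3, 2 in TNF replicate 1 and 0 in the other 3 libraries, where 0 allows up to 0.222 CPM. Ddx3y (chromosome Y, 1260715 to 1286663) had 12.5 CPM in PBS replicate 3 and 12.1 CPM in TNF replicate 3, and was not tested because it had enough counts in only these 2 libraries. PBS replicate 3 thus had Y-linked transcripts with little Xist, and TNF replicate 3 had both.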

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

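Limma-voom with sample weights was chosen after the data were seen, and all other alternatives here were planned. The count of 0 genes past 5% stayed 0 with edgeR under RLE, library-size and upper-quartile scaling, scaling without the most abundant genes, a mean CPM of at least 5, the stricter thresholds and without mitochondrially encoded genes, and with limma-voom. It became 253 with DESeq2 (216 higher, 37 lower), 690 with no low-count filter (491 higher, 199 lower) and 1501 with sample weights (919 higher, 582 lower). Leaving out 1 library gave 0 to 1980 genes, the highest without TNF replicate 1. Genes at an unadjusted p under 0.05 numbered 746 to 3883 when 1 library was left out, 2475 with no filter (of 23434 tested) and 3952 with sample weights. Of the 1980 genes, 248 were among the 253 of DESeq2 and 1346 among the 1501 with sample weights, and 631 of the 690 genes without a filter were among the 1980. The sample weight was lowest for TNF replicate 1 (0.331) and highest for PBS replicate 3 (2.43). With no filter, the prior degrees of freedom of edgeR rose from 5.36 to 554, which ties each gene's spread closely to the trend over genes. Of those 690 genes, 598 were also tested in the filtered table.

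The replicate numbers did not pair the libraries. Deviations from the group means of same-numbered libraries correlated at -0.01, -0.07 and 0.03. With replicate number as a block, 0 genes passed 5% and 1395 had an unadjusted p under 0.05. Under the block PC genes other than alpha-defensins (-0.36), MHC class II (-0.44) and tuft cell genes (-0.40) passed 5%, and medians changed sign for immediate-early genes (0.028), goblet cell genes (-0.17), enteroendocrine cell genes (2.77e-04) and Defa24 (-0.045). It changed no other call of a list.

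The 9 list calls kept their direction and their side of 5% under every scaling, filter and block setting. With an estimated correlation and with fry none of them passed, at unchanged medians of 1.36 (type I interferon), 1.20 (interferon-gamma), 1.20 (NF-kB), -0.64 (ER stress), 0.72 (cell death), -0.62 (cell cycle), -0.47 (stem cell), -0.92 (enterocyte) and 0.43 (ribosomal proteins). Those tests allow for correlation between genes or ask against the spread between mice. Further lists passed with library-size scaling (MHC class II, -0.52) and with no filter (MHC class II, -0.44, and enteroendocrine cell, -0.66). Signs turned under library-size scaling for goblet cell (-0.065), mitochondrially encoded genes (-0.053), the summed alpha-defensins (-0.068) and Defa24 (-0.12). They also turned for goblet cell genes under upper-quartile factors (-0.021) and scaling without abundant genes (-3.92e-04), and under a mean CPM of at least 5 for the alpha-defensin list (0.0054) and the immune cell list (-0.053). Defa24 turned with limma-voom (-0.019) and sample weights (-0.12), as did the summed family with sample weights (-0.021). The cause was not tested for any of these reversals.

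Ranges over the 6 fits that each left out 1 library were 0.95 to 1.89 for type I interferon, 0.89 to 1.71 for interferon-gamma, 0.86 to 1.85 for NF-kB, -0.93 to -0.54 for ER stress, 0.57 to 0.95 for cell death, -1.33 to -0.36 for cell cycle, -0.95 to -0.20 for stem cell, -2.37 to -0.87 for enterocyte and 0.26 to 0.56 for ribosomal proteins. For the other lists they were -0.55 to -0.17 (PC genes other than alpha-defensins), -0.62 to 0.22 (alpha-defensins), -0.50 to -0.15 (MHC class II), -0.28 to 0.53 (immediate-early), -0.32 to 0.10 (goblet cell), -0.90 to -0.35 (tuft cell), -1.07 to 0.013 (enteroendocrine cell), 0.23 to 0.59 (immune cell) and -0.23 to 0.44 (mitochondrially encoded). The summed alpha-defensins ranged from -0.29 to 0.39. Differences in shares ranged from -5.97 to 2.51 points (alpha-defensins), -0.420 to 0.132 (mitochondrially encoded) and -8.82 to 2.20 (10 most abundant genes). Single genes whose sign turned were Ifnar1 (-0.27 to 0.39), Tnfrsf1a (-0.16 to 0.41), Xist (-0.68 to 1.59), Defa24 (-0.36 to 0.34), Defa30 (-0.20 to 0.60), Defa38 (-0.93 to 0.28), Defa39 (-1.57 to 0.17), Mptx2 (-1.32 to 0.27) and Ang4 (-0.60 to 0.31). The cause was not tested.

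Of the values for single named genes under all alternatives, 313 kept their direction and side of 5%, 33 newly passed 5% and 22 changed sign. Depth was not the limit for the abundant genes, since counting error was far below the spread between mice.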

Other observations

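The tests of TNF replicate 1 and of the sex-linked transcripts in TNF replicate 3 were chosen after those patterns were seen. The test of scaling for ribosomal protein genes was likewise chosen after its result was seen. The test of their length and expression and those of other splits of the libraries were written before their results.

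TNF replicate 1 lay with the PBS libraries. Its place was measured on axes built from 2 PBS libraries and TNF replicates 2 and 3, over genes past 5% between them (1190 to 2508 genes), where 0 is the PBS end and 1 the TNF end. A swap with a PBS library needs a PBS library near the TNF end, but the highest position of a left-out PBS library was 0.121. Low depth is argued against by the total count, since 4 libraries had smaller totals than TNF replicate 1. Sex is argued against by TNF replicate 2, which had Xist and a summed Y-linked count of 0 where TNF replicate 1 had Xist and a count of 2, and lay at 63.0 on the first principal component. A mixture of responding and unresponding cells would place risen genes at a shared part of their rise. The median part in TNF replicate 1 was 3.23%, 1.35% and 3.49% on the axes that left out PBS replicates 1, 2 and 3. The left-out PBS library itself had 6.72%, -0.69% and 4.30% on these axes. TNF replicate 1 thus lay below the left-out PBS replicates 1 and 3 and above PBS replicate 2. The largest median position of TNF replicate 1 was 0.0824, within the range of 0.0328 to 0.121 of the left-out PBS libraries over the axes. On the axis that left out PBS replicate 2 it was 0.0406, against 0.0328 for that library. A library with a wrong label, a missed injection and an animal that did not respond may each give this, and they cannot be told apart because no value in these tables separates them.

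The 5 genes Apoa1, Bcl3, Acot1, Defb1 and Cxcl16 had values outside the PBS range in TNF replicate 1, but they were selected for that, so they cannot show a partial response. Genes and lists fixed in advance went both ways. Mmp7 had 12865 CPM in TNF replicate 1, above the highest PBS library at 6883 CPM and on the side of the other TNF libraries. Tnfrsf1a had 29.8 CPM, below the lowest PBS library at 38.3 CPM and away from the other TNF libraries at 67.6 and 58.6 CPM. Of the 18 list medians, TNF replicate 1 lay within the PBS range for 7. It lay outside it for 4 on the side of the mean of TNF replicates 2 and 3 (ER stress, enterocyte, immune cell and ribosomal proteins). It lay outside it for 7 on the other side (type I interferon, interferon-gamma, MHC class II, cell death, alpha-defensin, goblet cell and mitochondrially encoded genes). This count was made after the values were seen. A response in part of the genes was not tested and stays open. Splits that joined a PBS library to TNF replicates 2 and 3 gave like numbers of genes at an unadjusted p under 0.05: 2058 with PBS replicate 1, 1272 with PBS replicate 2 and 1675 with PBS replicate 3, against 1596 with TNF replicate 1.

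The same splits bear on chance. Of the 10 splits of the 6 libraries into 3 against 3, all 10 gave 0 genes past 5%, and since no split can give fewer, this count tests nothing. At an unadjusted p under 0.05, 3 of the 10 splits gave at least as many genes as the real one, and 3 of the 10 gave at least as many lists past 5% as the real 9, with up to 14. The other splits that reached the real counts all kept TNF replicates 2 and 3 together, with a PBS library in place of TNF replicate 1. They carry the difference of those libraries from PBS and are no reference without change. Splits that parted TNF replicates 2 and 3 gave 44 to 390 genes and 3 to 8 lists. These splits therefore cannot decide whether chance gave these last 2 counts, and 10 splits cannot give a share below 0.1. Among the 10 splits of the 5 libraries without TNF replicate 1 into 3 against 2, 1 gave 1980 genes, the real one, and the other 9 gave 0. No other split came near the real one. A share of 1 in 10 is the smallest these splits allow, so this test cannot exclude chance. TNF replicate 1 was also singled out after it was seen to lie apart from TNF replicates 2 and 3. Leaving it out favours the split that joins those 2 libraries, so the test is not independent of that choice. Camera with the preset correlation gave 2 to 15 lists past 5% in those other 9 splits, so its calls alone do not set the real grouping apart.

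TNF replicate 3 held both Xist and Y-linked transcripts, although each library is said to come from a single mouse. Carry-over of RNA from another library would bring that library's other transcripts too. Genes at 20 CPM or more in a candidate source, and at least 8 times their level in TNF replicate 2, were compared with the level that the carried part would bring. To supply the Xist of TNF replicate 3, the part would be 49.3% from PBS replicate 1, 16.6% from PBS replicate 2 or 18.7% from TNF replicate 1. To supply its Y-linked transcripts from PBS replicate 3, the part would be 74.2%. TNF replicate 3 lay below the carried level by more than counting error (exact conditional p under 0.001) for 14 of 14, 7 of 13, 8 of 12 and 13 of 14 genes. The lowest of these was 53.8% of genes, for PBS replicate 2. Carried RNA can only add to a gene's level, so these genes argue against each of these 4 libraries as the source, as far as counting error is the noise of the carried part. Cells of a male and a female mouse in 1 library could give the pattern. Carry-over from TNF replicate 2 was not put through this test, whose genes were chosen by their low level in that library. It therefore stays open beside the mixture of 2 mice. Xist in TNF replicate 3 was 41.1% of that in TNF replicate 2. The sex of the animals is not given in the labels, and no biological explanation was tested.

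Cytosolic ribosomal protein genes were higher in the TNF group (median 0.43), with the highest value in TNF replicate 1. The genes are short and highly expressed, so their median was set against 10000 random lists drawn from the 50 genes nearest to each member. Matched on transcript length and expression, the list's median lay at percentile 99.9, and the median of such lists was 0.22. Matched genes thus rose by part of the list's rise. The length used was that of the longest annotated transcript (list median 1951 bases, matched genes 2045), which need not be the one expressed. The draws also treated genes as independent of each other. A part played by length in the rest of the rise therefore stays open. Over TMM, RLE, upper-quartile and library-size scaling the smallest median of the list was 0.27, under library-size scaling, where the median of all genes was -0.11. Scaling thus changed the size of the rise and not its sign, and a part played by scaling stays open. The rise was absent in TNF replicate 2 (0.00) and the call did not hold under fry, so a difference between single mice is a candidate explanation that remains open, beside an effect of TNF.

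Genes of the type I interferon response were higher in TNF replicates 2 and 3 (1.98 and 1.67) in mice labelled as lacking the type I interferon receptor, along with interferon-gamma GTPases (1.55 and 1.48). Many of these genes answer to more than a single interferon. Which signal raised them was not tested, and the gene-level count of Ifnar1 cannot tell whether the receptor was absent.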
